A study of Homo sapiens with 4 samples. Its data were reported in "HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression" (2022).

How the data were processed

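Total RNA from SW1353 cells, a human chondrosarcoma line used as a model of chondrocytes, was hybridised to Illumina whole-genome expression arrays. The labels name 4 samples: untreated vehicle control (Con), IL-1α for 6 hours (IL1), trichostatin A (TSA) at 250 ng/ml from 1 hour before IL-1α for 6 hours (IL1_TSA), and TSA alone (Con_TSA). TSA is a broad inhibitor of the zinc-dependent histone deacetylases (HDACs). Each label gives replicate 1, so each condition was 1 array and no difference has a replicate check. No test between conditions was made and no p-value is given; the number of arrays limits the precision of every value. The series text gives 6 hours of IL-1, and the study's figure legends name a longer time for these experiments; the labelled time is used here.

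The authors deposited a table of probe intensity values from the scanner software, not normalised between arrays, for 48784 probes. The same deposited table gives a detection p-value per probe and array, the rank of the probe's signal among negative control probes. A second deposited table holds the authors' log2-scale values, made per the methods with lumi by a variance stabilising transformation and robust spline normalisation. The version of lumi is not given in the sources used here. The column medians of that second table were 7.20, 7.19, 7.20 and 7.20 for Con, IL1, IL1_TSA and Con_TSA.

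The intensities were background corrected and normalised with the neqc function of limma 3.58.1 in R 4.3.3, which infers the negative control signal from the detection p-values, adds an offset of 16, applies quantile normalisation and takes log2. Probes with a detection p-value under 0.01 on at least 1 of the 4 arrays were kept. The number of probes passing that threshold was 13357 on Con, 13070 on IL1, 14033 on IL1_TSA and 13365 on Con_TSA, and the median raw intensity was 95.3, 91.5, 113 and 86.9. Genes were named from the platform annotation table supplied with the series, which lists 27578 of the probes. Of these, 27565 probes have 1 gene, 13 have several, and 21206 probes are not listed. The annotation appears to be for an earlier human Illumina design than the array named in the methods, which was not tested, and probes it does not list are not named here. Gene numbers matched the RefSeq gene table (GRCh38.p14) for 27528 probes, which changed 0 symbols, and no coordinates are given because no build is stated for the array. Of 15088 probes kept, 12953 had 1 gene and gave 10128 genes, of which 2370 had at least 2 probes. A gene's level is the mean of its kept probes.

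A gene was counted as higher or lower in a contrast when its log2 difference was at least log2 of 1.5 in size, the fold threshold of the study, and at least 1 of its probes was detected on the brighter array. Where a gene was not detected on 1 array of a contrast, its fold is a bound, the bright level against the higher of the dim level and the lowest normalised level of a detected probe on the dim array, written "at least N-fold". The same bound is used where only some probes of a gene were detected on the dim array and its mean level lay under that lowest level. No fold is given where that bound is under 1 or neither array detected the gene. Such a bound holds only on the main normalised scale, and other processing can give a smaller fold. Ranked genes were detected on both arrays. Genes named in the text were chosen by a rule written before the data were examined: in each contrast the 10 largest increases and 10 largest decreases whose probes all change in the same direction; MMP1, MMP3, MMP10, MMP12, MMP13, IL6, CXCL8 (IL8), NFKBIA and HDAC1 to HDAC11; and up to 4 members of each gene list with the largest difference, or with the highest level for a list described as not moving. Genes named outside that rule are said to have been chosen after their values were seen.

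In all, 24 gene lists were written before the data were examined but after the study was read. The study names MMP1, MMP3, MMP12, MMP13, IL6, IL8, CCL2, CCL7, CCL8 and several interferon response genes on these arrays, so the lists that hold them are not independent evidence. Each list's median log2 difference was set among 10000 random lists of the same size matched on mean level in 20 bins, as a description of these arrays. The share of IL-1-induced genes lower with TSA is given with an exact binomial 95% confidence interval over genes, which does not cover variation between cultures. Because that share uses the IL1 array in both differences, it was also computed for 10000 random lists matched on the level in the IL1 array, for 100 sets of simulated unchanged arrays with noise taken from differences between probes of the same gene, and with induction judged on one probe and repression on another. The simulated unchanged arrays were counted without the detection rule.

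The counting and list steps were tested on simulated data for the contrast of IL1 with Con over 10128 genes, of which 200 were changed. The right direction was called for 96.0% of the genes changed 2-fold and 100% of those changed 4-fold, and 3.48% of unchanged genes were called. The changed genes were drawn from those with a mean level above 7, so recovery at lower levels was not tested. Every simulated probe was set as detected, so the detection rule was not tested either. Of 100 unchanged random lists, 9 fell outside the middle 95% of their random lists. The alternatives tried were the authors' deposited log2 values, no background correction, an offset of 50, median scaling without quantile normalisation, a detection p-value under 0.05, detection on all 4 arrays, no detection filter, the brightest probe per gene, each probe separately, a 2-fold threshold, and, added after the data were seen, only genes above the median level. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.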

Results

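Gene expression was profiled in SW1353 chondrosarcoma cells under 4 conditions, with 1 array for each: vehicle control (Con), IL-1α for 6 hours (IL1), TSA at 250 ng/ml given 1 hour before IL-1α (IL1_TSA) and TSA alone (Con_TSA). IL-1 is a cytokine that drives matrix-degrading proteases in cartilage cells, and TSA inhibits the zinc-dependent histone deacetylases. Between 26.8% and 28.8% of the probes on each array were detected, and 10128 genes were analysed. There are no replicates, so all differences below compare single arrays, and the words higher and lower refer to a 1.5-fold threshold rather than to a test. Differences between probes of the same gene give the measurement noise of a single probe, a standard deviation of 0.42 on the log2 scale for the contrast of IL1 with Con at levels under 7 and 0.14 at levels above 12. This noise does not include variation between cultures.

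The first comparison asked which genes respond to IL-1. Of the 10128 genes, 865 were higher and 803 were lower in IL1 than in Con. Among genes detected on both arrays, the chemokine CCL8 was 262-fold higher, the neutrophil chemokine CXCL8 (IL8) 249-fold, the interferon-induced IFIT2 82.1-fold and the stromelysin MMP3 45.7-fold. The brightest probe on IL1 was 1.25-fold above CCL8 and 1.23-fold above the dimmer CXCL8 probe, and where signal levels off there, the folds and order of both genes are lower bounds. The decreases were smaller: MAP7D2 was 5.53-fold lower, PRAG1 3.79-fold lower and EBF2, with 1 of 2 probes detected in IL1, at least 2.26-fold lower, although EBF2 had a log2 difference of -0.47 with the authors' deposited values, under 1.5-fold. The higher genes made up 51.9% of the changed genes, but 79.8% with the authors' deposited values (339 higher and 86 lower) and 64.6% without background correction (658 higher and 361 lower). Of genes called lower on one probe, 42.4% were also called lower on another probe of the same gene, against 69.6% for genes called higher.

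Matrix proteases and inflammatory mediators were prominent among the IL-1-induced genes. Of 12 detected MMPs and ADAMTS proteases, 8 were higher and 2 lower. The lower genes, chosen after their values were seen, were MMP15 (2.01-fold) and MMP16, which was undetected in IL1 and is given no fold; both lay within 1.5-fold with the authors' deposited values. The collagenases MMP1 and MMP13 were not detected in Con and were at least 49.3-fold and at least 67.2-fold higher in IL1, and the elastase MMP12 was at least 90.9-fold higher. On the log2 scale these bounds are 5.62, 6.07 and 6.51. The differences of MMP1, MMP13 and MMP12 were smaller with the authors' deposited values, at 3.38, 3.81 and 4.44. MMP10 was 11.3-fold higher. All 11 detected chemokines were higher, including CXCL10 (at least 323-fold) and CCL3 (at least 133-fold). Of 20 detected interleukins and growth factor cytokines, 16 were higher and 0 lower, with IL6 at least 205-fold, IL36G at least 75.2-fold and IL1B at least 24.3-fold higher. For IL6 the bound is 7.68 on the log2 scale, against a difference of 5.71 with the deposited values. The list medians, 1.91, 5.27 and 2.44 on the log2 scale, lay above all 10000 matched random lists, and were 1.61, 4.68 and 1.19 with undetected genes at their bounds. The study had named several members of these lists on the same arrays, so the counts are not independent evidence.

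The NF-κB and interferon responses were both raised by IL-1. Of 21 detected NF-κB feedback and target genes, 19 were higher, with TNFAIP6 at least 74.4-fold, the deubiquitinase TNFAIP3 at least 27.2-fold and the mitochondrial superoxide dismutase SOD2 21.8-fold higher. NFKBIA, which encodes the NF-κB inhibitor IκBα, was 8.04-fold higher. ICAM1, an adhesion molecule, was the 1 lower member, at least 1.89-fold below its level in Con, where alone it was detected; it was chosen after its value was seen, and lay within 1.5-fold with the authors' deposited values. Of 48 detected interferon response genes, 45 were higher and 0 lower, with a median log2 difference of 3.41 (2.95 with bounds). RSAD2 was at least 29.6-fold higher, MX2 at least 37.9-fold and IFIT1, with 1 of 2 probes detected in Con, 52.3-fold. Among 17 IL-1 and NF-κB signalling components, 7 were higher, led by the kinase MAP3K8 (at least 16.9-fold) and IRAK2 (13.2-fold). Several of the interferon genes had been named by the study on these arrays.

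**Figure D1:**
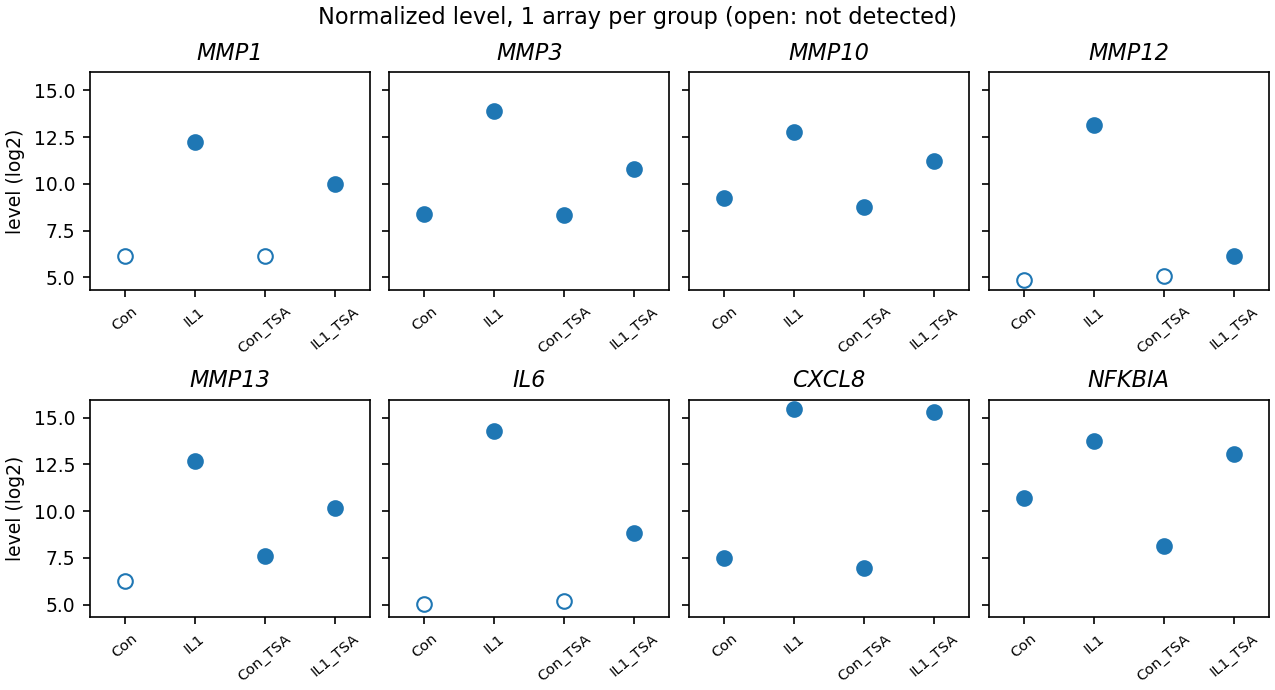
Normalised level (log2) of 8 genes on each array, 1 array per condition; filled points were detected and open points were not. The 5 MMPs and IL6 are highest in IL1 and lie lower in IL1_TSA, while CXCL8 is at 15.4 in IL1 and 15.3 in IL1_TSA.

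The second comparison asked how many IL-1-induced genes TSA represses. Of the 865 genes higher in IL1 than in Con, 563 were at least 1.5-fold lower in IL1_TSA than in IL1, a share of 65.1% (exact 95% confidence interval over genes 61.8% to 68.3%). A further 247 lay within 1.5-fold and 55 were higher. Random gene lists with matched levels in the IL1 array gave shares from 17.6% to 22.7% in their middle 95%, and the highest of 10000 was 24.9%. The 2 differences share the IL1 array. Simulated unchanged arrays gave 163 induced genes on average, of which 24.7% were lower, and independent lists of these sizes would share 158 genes, so part of the excess may come from the shared array. With induction judged on one probe and repression on another, the share was 62.5%. Over the same 437 induction calls, in genes with at least 2 probes, it was 68.9% with both judged on the same probe. Among genes induced at least 4-fold, 169 of 190 were lower with TSA. Such a gene can pass the 1.5-fold threshold after losing only part of its rise, and 42.6% of the 190 were still induced with TSA. With genes detected on all 4 arrays the share was 59.5%, and with the authors' deposited values it was 70.8%.

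The third comparison set IL1_TSA against IL1, the effect of TSA on stimulated cells. In all, 2148 genes were higher and 1847 lower, against 644 and 586 with the authors' deposited values. The proteases and cytokines were among those most reduced. MMP12, with 1 of 2 probes detected in IL1_TSA, was at least 107-fold lower, MMP3 8.43-fold, MMP13 5.72-fold, MMP1 4.83-fold and MMP10 2.89-fold lower. Of the 12 MMPs and ADAMTS proteases, 8 were lower and 2 higher, with a median log2 difference of -1.31. The 2 higher genes, chosen after their values were seen, were MMP15 (1.57-fold) and MMP16, undetected in IL1 and given no fold, and both lay within 1.5-fold with the deposited values. IL6 was 44.1-fold lower, and TNFSF13B and TNFSF10 were at least 20.6-fold and at least 9.47-fold lower, being undetected in IL1_TSA. Of 20 cytokines, 12 were lower and 3 higher, with a median of -1.22 (-0.87 with bounds). The 3 higher were CSF3 (at least 2.30-fold), IL23A (4.41-fold) and HBEGF (1.71-fold), chosen after their values were seen, and CSF3 lay within 1.5-fold with the deposited values. Both list medians lay below 99.9% of the matched random lists.

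The chemokines separated under TSA. Of 11, 7 were lower, 1 was higher and 3 lay within 1.5-fold. CCL2 was at least 71.7-fold lower, CCL8 71.4-fold (a lower bound where its IL1 signal levels off), CCL7 14.8-fold and CXCL11 12.4-fold lower. CCL20, a lymphocyte chemoattractant, was 6.84-fold higher. CXCL8 differed by 1.10-fold. Both CXCL8 probes had raw intensities from 40843 to 44900 on these arrays, against 50242 and 50634 for the brightest probes.

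The interferon response genes were the list most lowered by TSA. In IL1_TSA 46 of 48 were lower than in IL1 and 0 were higher, with a median log2 difference of -3.33 (-2.96 with bounds), below all 10000 matched random lists. IFIT2 was 185-fold lower, IFIT3 52.8-fold, and RSAD2 and MX2 at least 34.8-fold and at least 44.7-fold lower. The NF-κB feedback and target genes were lowered less, with 13 of 21 lower, 2 higher and a median log2 difference of -0.77 (-0.70 with bounds). TNFAIP6 was 8.36-fold lower, BCL3 5.28-fold, GCH1, the first enzyme of tetrahydrobiopterin synthesis, 4.26-fold and TNIP1 3.41-fold. NFKBIA was 1.62-fold lower. The 2 higher members were NFKBIZ (1.60-fold) and REL, which was undetected in IL1 and is given no fold, both chosen after their values were seen. Of 17 signalling components 9 were lower, including the adaptor MYD88 (13.6-fold), IKBKE (4.56-fold) and RELA (2.54-fold), an NF-κB subunit. NFKBIZ, REL and RELA lay within 1.5-fold in this contrast with the authors' deposited values. These lists were compared only over genes on these arrays, and no test between cultures was made.

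**Figure D2:**
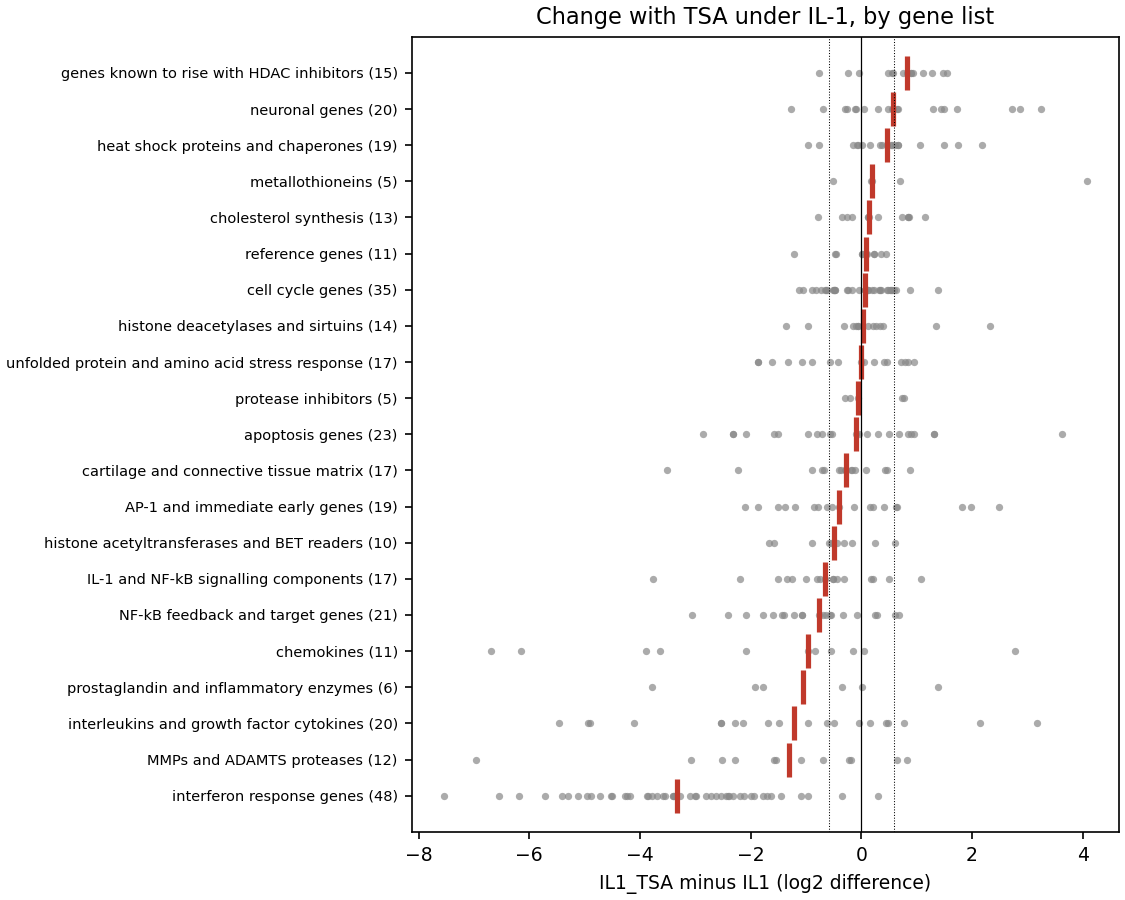
Log2 difference of IL1_TSA minus IL1 for each detected gene (points) and the median (red bar) of gene lists with at least 5 detected genes, the number in brackets; dotted lines mark 1.5-fold. Genes undetected on 1 or both arrays are drawn at their measured levels. The interferon response list has the lowest median, -3.33.

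Other genes rose in level with TSA under IL-1. The brain tubulin TUBB4A was 17.9-fold higher, the Wnt regulator DACT3 10.4-fold, ZSCAN5B 8.96-fold, TUFT1 8.29-fold and the epithelial transcription factor ELF3 7.30-fold higher. On the log2 scale these differences were 4.16, 3.38, 3.16, 3.05 and 2.87. They were smaller with the authors' deposited values, at 2.03, 1.80, 1.23, 2.37 and 1.09. In IL1, TUBB4A (6.80), ZSCAN5B (6.74) and ELF3 (6.83) lay close to the lowest detected level of 6.73, so their folds are imprecise. Among 15 genes known to be raised by HDAC inhibitors, 9 were higher and 1, TXNIP, was 1.70-fold lower and chosen after its value was seen; the median log2 difference was 0.83. The cell cycle inhibitor CDKN1A was 2.43-fold higher, DHRS2 2.80-fold and the histone gene H2BC21 2.92-fold. Neuronal genes had a median log2 difference of 0.57 (0.52 with bounds), with 9 of 20 higher and 2 lower. Synapsin SYN1 was at least 3.91-fold higher. Heat shock genes had 7 of 19 higher and 2 lower, with HSPA2 at least 3.68-fold and HSPA1A 3.37-fold higher. TXNIP and HSPA2 lay within 1.5-fold with the authors' deposited values. The median of 11 reference genes was 0.09, with ACTB and GAPDH within 1.08-fold, and POLR2A, the largest subunit of RNA polymerase II, was 2.31-fold lower.

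The fourth comparison set Con_TSA against Con, the effect of TSA on unstimulated cells. In all, 1652 genes were higher and 1664 lower, against 508 and 402 with the authors' deposited values. STC1, a secreted glycoprotein, was 8.84-fold higher, ZSCAN5A 7.75-fold, TUBB4A 7.47-fold and the histone gene H4C14 6.18-fold higher. PBDC1 was 7.63-fold lower, the transcription factor CEBPD 7.25-fold, ARNT2 6.85-fold and IRX3 6.74-fold lower. In all, 1251 genes were higher both without and with IL-1, against 350.4 for independent lists, and 1023 were lower in both, against 303.5. These 2 comparisons share no array, and 38 genes were called in opposite directions. Across genes, which are not independent replicates, the differences correlated with a Pearson r of 0.73 and a Spearman rho of 0.74.

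The NF-κB genes moved both ways with TSA before stimulation. NFKBIA was 6.06-fold lower in Con_TSA than in Con, BCL3 5.17-fold and NFKB1 4.64-fold lower, with 5 of the 21 NF-κB genes lower and 5 higher, and the list median was -0.02. That median lay inside its random range of -0.33 to 0.33. TSA moved genes both ways in general, with 1652 higher and 1664 lower of 10128, so the counts do not set this list apart. The higher genes included NFKB2 (2.22-fold), chosen after its value was seen. Of 48 interferon response genes 13 were lower and 4 higher, with a median of -0.26. IFIT3 was at least 2.73-fold lower and HERC5 3.31-fold higher. Immediate early genes moved both ways, 6 of 19 higher and 7 lower: FOS was 4.84-fold and EGR1 3.29-fold higher, and KLF6 4.36-fold and FOSL1 4.31-fold lower. Their median was -0.23, inside its random range of -0.29 to 0.30. The HDAC inhibitor list had a median of 0.67, with 8 of 15 higher. Of 5 detected metallothioneins, which bind metal ions, 3 were higher, with a median of 1.06 above the random range of -0.51 to 0.60: MT3 at least 4.67-fold, MT1X 2.46-fold and MT1G 2.08-fold. NFKB2 and MT1G lay within 1.5-fold with the authors' deposited values. In IL1_TSA against IL1, 2 of the 5 metallothioneins were higher and their median was 0.20, inside the random range of -0.59 to 0.75.

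Among the enzymes inhibited by TSA, HDAC1 and HDAC2 differed from Con by 1.15-fold in Con_TSA. HDAC3 was 2.28-fold higher in Con_TSA than in Con and 2.55-fold higher in IL1_TSA than in IL1. HDAC9 was at least 1.68-fold and 2.55-fold lower in these comparisons, but had log2 differences of -0.20 and -0.37 with the authors' deposited values, under 1.5-fold. HDAC4, HDAC6 and HDAC8 lay within 1.5-fold in all 4 contrasts, and HDAC5 was at least 1.29-fold lower in IL1_TSA than in Con_TSA. HDAC11 was within 1.5-fold where it was detected. Of the 14 detected deacetylases and sirtuins, 2 were higher and 2 lower in each TSA comparison, and the sirtuins among them were SIRT4 and SIRT5. HDAC5, SIRT5 in both comparisons and SIRT4 in IL1_TSA also lay within 1.5-fold with the deposited values. The acetyltransferase CREBBP was 3.07-fold lower without IL-1 and 2.98-fold lower with it.

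The last comparison set IL1_TSA against Con_TSA, the IL-1 response in the presence of TSA. In all, 425 genes were higher and 279 lower. CXCL8 was 330-fold higher, NFKBIA 30.1-fold, the nuclear IκB protein NFKBIZ 16.7-fold, XIRP1 16.3-fold and TNFAIP3 15.7-fold higher. For CXCL8 and NFKBIZ 1 of 2 probes was undetected in Con_TSA, and CXCL8 lay within 1.22-fold of the brightest probe in IL1_TSA, so both folds are imprecise. XIRP1 (6.86) and TNFAIP3 (6.65) lay close to the lowest detected level of 6.63 in Con_TSA. Their log2 differences were 4.02 and 3.98, against 2.02 and 1.83 with the authors' deposited values. NFKB1 was 11.2-fold higher. NFKB1 and NFKBIA started from lower levels in Con_TSA than in Con, and did not exceed their IL1 levels in IL1_TSA, at 12.7 against 13.3 and 13.0 against 13.7 on the log2 scale. TXNIP, which binds thioredoxin, was 4.49-fold lower and ANKRD1 2.86-fold lower. On the log2 scale these differences were -2.17 and -1.51, against -0.64 and -0.87 with the authors' deposited values. The higher genes made up 60.4% of those changed, 89.0% with the authors' deposited values, 78.9% without background correction and 49.9% with median scaling. Of genes called higher on one probe, 34.5% were called higher on another probe, and of genes called lower 11.4%, so single calls in this contrast are uncertain in both directions.

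Of the 865 genes induced without TSA, 195 were also induced with it (22.5%), against 36.3 for independent lists; these contrasts share no array. The share was 42.6% of genes induced at least 4-fold, 58.9% at 8-fold and 61.8% at 16-fold. This rise may come from the fixed 1.5-fold threshold, since a strongly induced gene can lose most of its rise and still be counted. No replicate shows how many of the 865 genes would be called again without TSA. A further 230 genes were called higher with TSA present and not without it. Part of these may be noise: simulated unchanged arrays, with the noise of the IL1 and Con contrast, gave 163 induced genes on average. The authors' deposited values gave 89 higher genes in all with TSA present. The NF-κB list had a median log2 difference of 1.19 in the presence of TSA, against 2.05 without it, with 15 of 21 higher, and the chemokines one of 2.90 (2.02 with bounds), against 5.27, with 8 of 11 higher. Among the chemokines CCL3 was at least 139-fold and CCL20 at least 149-fold higher than in Con_TSA. MMP1 was at least 10.2-fold higher, MMP13 6.03-fold, MMP10 5.54-fold and MMP3 5.51-fold higher. The interferon list had a median of 0.05, with 9 of 48 higher and 1 lower. GBP1, a guanylate-binding protein, was 7.24-fold and the transcription factor IRF1 3.90-fold higher. Immediate early genes had 8 of 19 higher and 0 lower, with JUNB 2.96-fold higher.

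**Figure D3:**
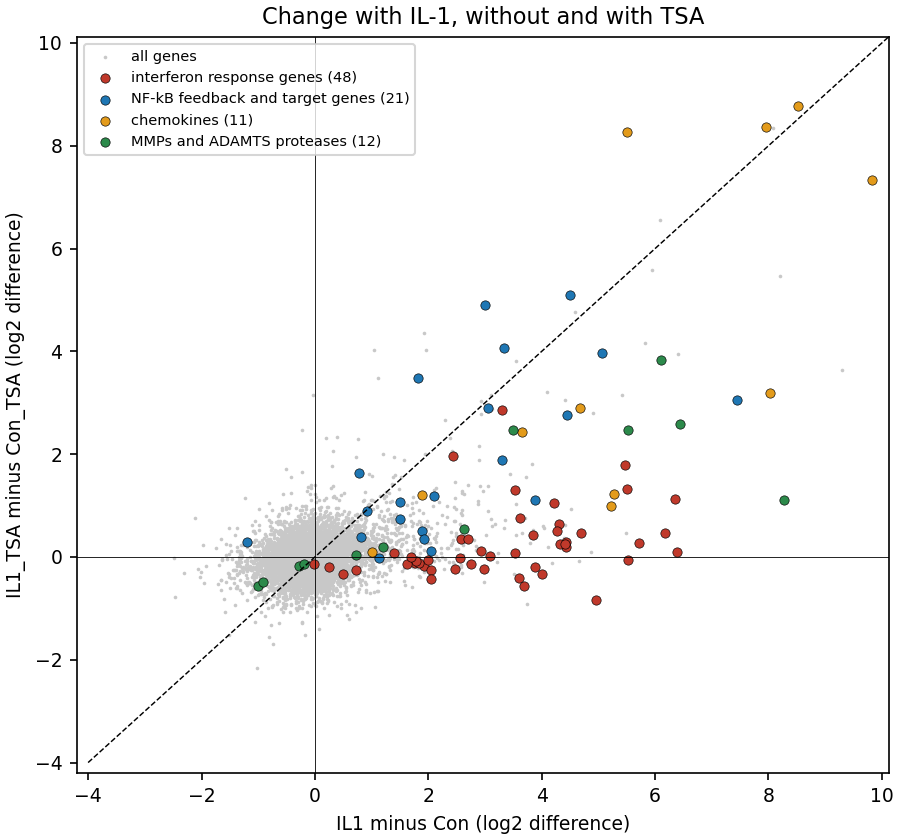
Log2 difference with IL-1 without TSA (IL1 minus Con, horizontal axis) and with TSA (IL1_TSA minus Con_TSA, vertical axis) for all 10128 genes, with 4 gene lists coloured and the line of equal difference dashed; undetected genes are drawn at their measured levels. The interferon response genes lie near 0 on the vertical axis, with a median of 0.05, and the NF-κB genes have a median of 1.19.

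Of 35 cell cycle genes, 0 changed with IL-1 alone, and with TSA under IL-1 3 were higher and 8 lower, with cyclin gene CCNE1 2.62-fold higher and CCND1 2.19-fold lower. Of all genes, 18.2% were lower in that contrast. The cell cycle list had a median log2 difference of 0.06, inside its random range of -0.21 to 0.27. Of 17 cartilage and connective tissue matrix genes, 5 were lower and 1 higher with TSA under IL-1, including RUNX2 (4.71-fold lower), a transcription factor of hypertrophic chondrocytes, and CHI3L2 (at least 7.52-fold lower). The median of this list was -0.27, just inside its random range of -0.28 to 0.36. Of 5 protease inhibitors TIMP3 was 1.71-fold and RECK 1.67-fold higher in the same contrast. CCNE1, RUNX2 and RECK lay within 1.5-fold with the authors' deposited values. Apoptosis genes had 7 of 23 higher and 9 lower, with BIK at least 3.62-fold higher and the inflammatory caspase CASP1 7.26-fold lower. Their median was -0.10, inside its random range of -0.30 to 0.36. CASP1 had 1 of 2 probes detected in IL1_TSA, with a mean close to the lowest detected level. Leukocyte, endothelial and epithelial markers were sparse, with 3, 2 and 3 genes detected.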

Values the study reported

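The study reported that TSA repressed about 70% of the genes induced by IL-1 in these cells. It gave about 21% for the IL-1-induced genes reduced by HDAC6 depletion, an experiment not analysed here. Induced and repressed genes were counted at 1.5-fold, with TSA at 250 ng/ml. IL8 was described as unaffected by TSA.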

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

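The tests of the CXCL8, NF-κB and interferon patterns below were chosen only after the results were seen; the tests of the share of repressed genes were written before it was seen.

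Some genes had measured levels that differed at least 1.5-fold in opposite directions with TSA in unstimulated and in IL-1-stimulated cells; with 1 array per condition this difference was not tested. The values are the log2 difference with TSA under IL-1 minus that without. It was -5.43 for IFIT1, -4.39 for TNFAIP6, -4.35 for HERC5, -3.84 for MMP13, -2.77 for GCH1, -2.16 for IRAK2, -2.11 for C11orf96, -1.48 for ATF3 and -1.36 for MAP3K8, all measured higher with TSA alone and lower with TSA under IL-1. It was 2.98 for XIRP1 and 1.69 for MAP7D2, which moved the other way. With TSA alone the log2 differences of XIRP1 (-0.60) and ATF3 (0.62) were only just past 1.5-fold. Single-probe noise in that contrast was 0.39 at levels under 7 and 0.33 from 7 to 8, and XIRP1 lay at 6.86 in Con_TSA. Its direction with TSA alone is therefore uncertain. MMP13, TNFAIP6 and MAP3K8 were not detected in Con, so their values rest on background there; their rise with TSA alone was at least 1.95-fold, at least 1.07-fold and at least 1.30-fold, the latter 2 short of 1.5-fold, and that of MMP13 was 0.20 on the log2 scale, also short of it, with the authors' deposited values. GCH1 had 1 of 3 probes detected and a mean at background on both unstimulated arrays, so its rise has no bound. IFIT1 had 1 of 2 probes detected on Con, Con_TSA and IL1_TSA, so its value is imprecise.

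Signals also appeared among probes that were not paired with 1 gene and so entered no comparison of genes. Of 2135 such detected probes, 154 were higher and 169 lower in IL1 than in Con.

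IL-1-induced genes were often lower with TSA. Measurement noise in the shared IL1 array would give a share near that of matched random lists once induction and repression are judged on different probes, but the share was then 62.5% against an upper end of 22.4% for the middle 95% of random lists. A general lowering of genes at this level is argued against by the overall share of 65.1%, above the 22.7% that ends the middle 95% of random lists matched on the IL1 array. Variation between cultures, or a fault of the IL1 array that all probes of a gene share, stays open because there was 1 array. An effect of TSA on induced genes may therefore underlie the share, as a hypothesis.

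Some induced genes were not lowered, or were lowered less. CXCL8 cannot be told apart from a signal at the upper end of the array, because its dimmest signal was within 1.23-fold of the brightest probe, although CCL8, at a similar intensity in IL1, was 71.4-fold lower with TSA, itself a lower bound if signal levels off there. The study reported that real-time PCR also showed no repression of IL8 by TSA, which goes against a hidden fall but was not analysed here. For NF-κB target genes a fall hidden at the upper end of the array is argued against, because 18 of 19 induced members were over 4-fold under the brightest probe. Their median log2 difference was -1.07, with a resampled range over genes of -1.51 to -0.56, against -3.77 to -2.62 for the interferon list. The distance between these ranges cannot decide the question. The induced NF-κB genes had risen by a median of 2.09 with IL-1, against 3.53 for the induced interferon genes. Even a complete loss of that rise could leave them above the interferon range. These ranges describe the lists on these arrays and not the conditions. The loss was not complete for the NF-κB genes on these arrays. With TSA present, IL-1 still raised the induced NF-κB genes by a median of 1.19, with 14 of 19 higher. The induced interferon genes had a median of 0.08, with 9 of 45 higher.

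The interferon response genes were the list most lowered by TSA under IL-1. An equal lowering with and without IL-1 is argued against, narrowly and on these arrays only, by 13 genes detected in Con at a level with room for a 4-fold fall. Their median was -0.12 without IL-1 (range resampled over genes -0.98 to 0.09) and -1.77 with it (-2.52 to -1.09). These ranges nearly touch, treat the genes as independent and leave out variation between cultures and arrays. The whole list had -0.26 without IL-1, below its random range of -0.20 to 0.19, and 13 of 35 genes detected in Con were lower, so a smaller lowering without IL-1 is not excluded. Less interferon beta transcript with TSA is a candidate explanation: IFNB1 had a detection p-value of 0.00922 in IL1 and 0.623 in IL1_TSA. IFNB1 was dim, a single probe, and only just past the threshold in IL1, and lower levels of IRF9 (13.7-fold with TSA under IL-1, chosen after its value was seen), part of the interferon-activated transcription complex, stay open as another route. Both IFNB1 and IRF9 are members of the interferon response list. Their lower levels are therefore part of the pattern and not independent evidence for either route.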

How the results depend on the processing

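No paired analysis was possible because each condition had 1 array and every label gives replicate 1. The authors' deposited values differ in background correction, transformation and normalisation at once, and gave smaller counts: IL-1 without TSA 339 higher and 86 lower, TSA without IL-1 508 and 402, TSA with IL-1 644 and 586, IL-1 with TSA 89 and 11, and a share of 70.8%. Without background correction IL-1 alone lowered 361 genes, and IL-1 with TSA gave 195 higher and 52 lower. The lower count of IL-1 with TSA was 144 with an offset of 50, 512 with a detection p-value under 0.05 and 420 with no filter. The share was 61.8% and 61.7% under the latter 2 settings, just under the interval of the main share. With detection on all 4 arrays, where fewer genes are counted, IL-1 alone gave 560 and 528, IL-1 with TSA 212 and 161, and the share was 59.5%. Counting each probe gave 1317 higher with IL-1 alone and 732 and 483 for IL-1 with TSA. A 2-fold threshold gave 496 and 178 for IL-1 alone, 692 and 724 for TSA alone, 1063 and 950 for TSA with IL-1, and 143 and 22 for IL-1 with TSA. Among genes above the median level, a setting chosen after seeing the data, the counts were 322 and 246, 665 and 646, 863 and 731, and 121 and 51 in that order, and the share was 58.4%. The number of list medians at least 1.5-fold in size, of 96, was 21 with the main settings, 7 with the deposited values and 9 with no filter. The median of prostaglandin and inflammatory enzymes with TSA under IL-1 changed sign from -1.06 to 0.0098 with a detection p-value under 0.05 and 0.0239 with no filter, and that of endothelial markers with TSA alone from -0.66 to 0.0838 with a detection p-value under 0.05. Both lists are small. Except where the construction is named, the cause was not tested. No other list median of at least 1.5-fold in size, and none of the gene values checked (105, or 72 with detection on all 4 arrays), changed sign, while some smaller list medians did. The sizes moved beyond probe noise for 94 of 105 gene values with the deposited values and 77 of 105 without background correction.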

Other observations

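Some stress and metabolic genes also differed with TSA. Of 17 genes of the unfolded protein and amino acid stress response, 4 were higher and 6 lower in IL1_TSA than in IL1: XBP1 and TRIB3 were each 3.64-fold lower and the chaperone HSPA5, chosen after its value was seen, was 1.94-fold higher. The median log2 difference of this list was -0.0072, inside its random range of -0.29 to 0.35, so the list as a whole did not stand out. Of 13 cholesterol synthesis genes, 5 were higher and 0 lower in Con_TSA than in Con, with a median log2 difference of 0.47. INSIG1 was 1.82-fold and IDI1 1.93-fold higher. With TSA under IL-1 the cholesterol list had 5 higher, 1 lower and a median of 0.14, inside its random range of -0.29 to 0.36. Of 10 detected histone acetyltransferases and BET readers, 4 were lower and 0 higher in Con_TSA, with a median of -0.43 against random lists from -0.40 to 0.43. Among the 5 metallothioneins 3 were higher with IL-1 alone, including MT1G (2.68-fold) and MT1X (2.24-fold). Of 6 prostaglandin and inflammatory enzymes, IDO1, which breaks down tryptophan, was at least 5.15-fold higher with IL-1 and at least 6.06-fold lower with TSA under IL-1, and PTGES was 2.60-fold higher with TSA under IL-1 but within 1.5-fold with the authors' deposited values. In IL1_TSA against IL1, the median log2 differences of leukocyte, endothelial and epithelial markers were 0.14, -0.41 and -0.27, and each lay inside the range of its matched random lists.

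As a hypothesis, chosen after the results were seen, TSA may lower the interferon response genes by lowering the interferon beta transcript made with IL-1. IFNB1 had a detection p-value of 0.623 in IL1_TSA, against 0.00922 in IL1, but is itself a member of the interferon response list. A test would measure IFNB1 transcript over time in replicate cultures with IL-1 and TSA, and ask whether added interferon beta restores IFIT2 and CXCL10 in the presence of TSA. If the genes stayed low with added interferon, a step after the cytokine would be affected instead.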
